A study of Homo sapiens with 21 samples. Its data were reported in "LATS1 and LATS2 suppress breast cancer progression by maintaining cell identity and metabolic state" (2018).

How the data were processed

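RNA was measured by sequencing of poly(A) RNA in 21 libraries of the luminal breast cancer cell lines ZR75-1 and MCF7. The deposited files are 3 tables of read counts per gene and library, made by the authors: 1 for the ZR75-1 knockdown, 1 for the MCF7 knockdown and 1 for overexpression in ZR75-1. According to the methods of the study, reads were trimmed with cutadapt and mapped to the human genome build hg38, and counting over RefSeq genes was done with STAR. Versions of these tools and the strand setting of the counting are not given in the sources used here. Values are whole numbers with no normalisation, libraries were not pooled, and each table holds only genes with a count above 5 in at least 1 of its libraries. Reads of overlapping genes and of near-identical copies can therefore be split or joined by the counting, which bears on histone genes, ribosomal protein genes, FAM72D, HSPA1B and AKR1C1 with AKR1C2.

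Knockdown was done with pools of siRNA oligonucleotides against LATS1 or LATS2, or with control siRNA. Overexpression was done by transfection of plasmids for GFP, GFP-LATS1 or GFP-LATS2, followed by sorting of GFP-positive cells the next day. Groups and replicate numbers were taken from the labels. Libraries of a group were compared pairwise by a chi-square test over genes with at least 20 counts in the pair. All pairs differed by more than sampling noise (chi-square per degree of freedom from 1.19 to 4.51). Such a test cannot tell separate cultures from separate libraries of 1 RNA. Each library was counted as 1 replicate because the study describes the replicates as independent. Positions are from the RefSeq gene table of GRCh38.p14.

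Genes were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, after TMM scaling and the default expression filter, with the 3 groups of a table in 1 fit and no further covariate. P-values are two-sided and were adjusted by Benjamini and Hochberg over all genes tested, with a threshold of 0.05. The comparisons were 9 in all, 3 for each experiment. The difference of an siRNA effect between the cell lines was tested as an interaction in a joint fit of both knockdown tables. Log2 fold changes are those of the edgeR fit, and levels are TMM-scaled CPM. A prior count of 2 was used only for the log CPM by which libraries within groups were compared.

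For gene groups, 36 lists fixed before the data were examined were tested with camera of limma 3.58.1 at a preset correlation of 0.01, two-sided, adjusted over the lists of a comparison, where at least 5 members were tested. Of these, 27 are textbook lists and 9 are sets that the study names: PPARG targets from a review, PPAR signalling from KEGG, tamoxifen resistance from xenografts, endocrine resistance from tumours, genes up or down in mouse tumours lacking Lats1, the LATS1-low and LATS2-low signatures from human tumours and a basal tumour signature. The LATS1-low and LATS2-low signatures hold genes that the study found lower in tumours with low LATS1 or low LATS2 mRNA, respectively. Camera was repeated with an estimated correlation, and members were also adjusted over the list alone. Genes named are LATS1 and LATS2, the 5 largest rises and 5 largest falls with an adjusted p under the threshold, a mean of at least 2 CPM and no overlap between the libraries of the groups, the 3 members with the smallest p of each passing list and 1 of every other list, and CYR61, CTGF, IGFBP3, PPARG, LPL, ESR1, KRT14 and CDKN1A wherever tested. All 271 named genes were matched to a position. LPL was in no table, KRT14 was tested in the overexpression table alone and called in none of its comparisons, and CTGF was not tested in the ZR75-1 knockdown.

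Agreement between comparisons was measured as Pearson and Spearman correlations across genes, and where controls were shared it was set beside 20 simulations of unchanged groups against the same controls. Alternatives were RLE scaling, library size alone, no filter, a filter at a mean of 10 counts, DESeq2 1.42.0 with the settings of the study, limma-voom, the replicate number as a block, only the 2 groups compared, a fold change above 1.5, the fry test for lists and each library left out in turn. Where an alternative leaves 1 library in a group, that library is assumed to vary like the other groups. Alternatives built on the library classes, DESeq2 with the fold change threshold, and separate control libraries for siLATS1 and siLATS2 (every split of the controls) were chosen after seeing the data. A scan of 7-base words in 3' UTRs, a count of other splits of the libraries, and figures were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

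The gene test was tested on simulated counts with the means, dispersions and library sizes of the real tables. For siLATS1 against siControl in ZR75-1 it recovered 68.7% of genes changed 1.5-fold, 71.6% of those changed 2-fold and 98.5% of those changed 4-fold, and called 10 unchanged genes of 13002. For MCF7 the shares were 74.6%, 89.6% and 98.5%, with 19 unchanged genes called of 12927. For overexpression of LATS1 they were 68.7%, 82.1% and 98.5%, with 9 of 12867. The replicates are described as independent by the study, and p-values measure the spread between these libraries.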

Results

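RNA sequencing was performed on 21 libraries of human luminal breast cancer cells, in 3 experiments. ZR75-1 and MCF7 are established cell lines that express the oestrogen receptor and are used as models of luminal tumours. LATS1 and LATS2 are kinases of the Hippo pathway, which phosphorylate the transcriptional coactivators YAP and TAZ and thereby hold them out of the nucleus. For knockdown, cells received a siRNA pool against LATS1 (siLATS1), a pool against LATS2 (siLATS2) or control siRNA (siControl), with 3 libraries per group in ZR75-1 and 2 per group in MCF7. For overexpression, ZR75-1 cells received a plasmid for GFP (vector), GFP-LATS1 or GFP-LATS2, with 2 libraries per group, and GFP-positive cells were sorted before RNA was extracted. The comparisons address what loss or gain of each kinase does to the transcriptome of luminal cells, and whether LATS1 and LATS2 differ in this. Total counts per library ran from 6737281 to 7772907 in the ZR75-1 knockdown, from 6964969 to 8101143 in the MCF7 knockdown and from 4884719 to 7609462 in the overexpression experiment. Levels are given as CPM (the count of a gene over the total of its library after scaling, times 1e6), with the SD over libraries.

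Each siRNA pool lowered the mRNA of its own target and left that of the other kinase in place. No other siRNA against either kinase was used in these experiments. Changes after a pool may thus come from loss of its target or from other effects of the pool. LATS1, on chromosome 6 from 149658153 to 149718101 (hg38), fell in ZR75-1 from 49.1 ± 2.77 CPM with siControl to 29.5 ± 2.88 CPM with siLATS1 (n = 3), a log2 fold change of −0.73 (SE 0.10, edgeR adjusted p = 8.65e-05). In MCF7 it fell from 67.1 ± 0.519 to 38.4 ± 0.682 CPM (n = 2, log2 fold change −0.81, edgeR adjusted p = 4.5e-11). LATS2, on chromosome 13 from 20973036 to 21061586, fell after siLATS2 from 33.4 ± 3.98 to 21.6 ± 1.93 CPM in ZR75-1 (n = 3, log2 fold change −0.63, edgeR adjusted p = 0.00203) and from 40.1 ± 3.04 to 24.3 ± 1.56 CPM in MCF7 (n = 2, log2 fold change −0.72, edgeR adjusted p = 4.61e-07). LATS1 after siLATS2 stood at 51.2 ± 6.30 CPM in ZR75-1 (edgeR adjusted p = 0.745) and 72.9 ± 7.03 CPM in MCF7 (edgeR adjusted p = 0.496). LATS2 was higher after siLATS1, at 43.0 ± 4.21 CPM in ZR75-1 (log2 fold change 0.36, edgeR adjusted p = 0.013) and 48.0 ± 0.349 CPM in MCF7 (log2 fold change 0.26, edgeR adjusted p = 0.0406). Those calls did not hold in every refit without a library: in ZR75-1 the log2 fold change was 0.31, 0.31 and 0.28 and the edgeR adjusted p 0.0516, 0.0535 and 0.0635 without siControl replicate 1, siControl replicate 2 and siLATS1 replicate 2. In MCF7 it was 0.309 without siControl replicate 1, 0.161 without siLATS1 replicate 1, 0.106 without siLATS1 replicate 2, 0.0522 without siLATS2 replicate 1 and 0.0543 without siLATS2 replicate 2.

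**Figure D1:**
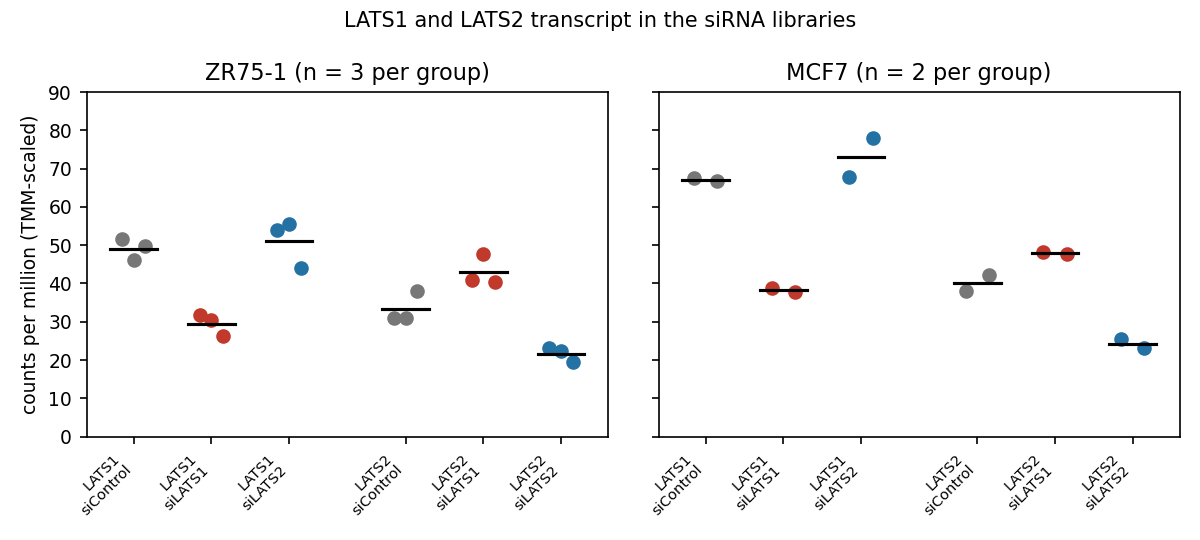
LATS1 and LATS2 in scaled CPM in each siRNA library of ZR75-1 (left) and MCF7 (right), with a point per library and a line at each group mean. The siRNA pools lowered their own target from 49.1 to 29.5 CPM (LATS1) and from 33.4 to 21.6 CPM (LATS2) in ZR75-1.

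In ZR75-1 the genes of cell division were lower as a group after siLATS1. All 45 tested genes of G2/M and mitosis fell (45 adjusted over the list alone), with a median log2 fold change of −0.87, and 37 of the 40 genes of S phase and DNA replication fell (40 adjusted over the list alone), with a median of −0.57. Camera adjusted p was 4.36e-103 and 2.01e-31, and 0.00173 and 0.00429 with an estimated correlation. TOP2A, which untangles DNA before mitosis, fell by 0.95 on the log2 scale, FOXM1, a transcription factor of mitotic genes, by 0.91, ANLN, a scaffold of the cleavage furrow, by 0.86, and TK1, an enzyme of thymidine salvage, by 0.85. MCM7, of the replicative helicase, and E2F1 each fell by 0.66, BIRC5 (survivin) fell by 0.93 and CCND1 (cyclin D1) fell by 0.61. In all, 4514 of 13196 tested genes changed (2128 higher, 2386 lower), 960 of them by more than 1.5-fold and 166 by more than 2-fold.

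Genes of lipid synthesis and of glycolysis were lower as well. Of 20 tested genes of fatty acid synthesis 13 fell and none rose (13 adjusted over the list alone; median −0.23, camera adjusted p = 7.76e-06, and 0.0345 with an estimated correlation), among them SCD, the stearoyl-CoA desaturase (−0.56), FADS1, a fatty acid desaturase (−0.71), and FASN, the fatty acid synthase (−0.34). In cholesterol synthesis 11 of 24 genes fell and 1 rose, led by INSIG1 (−1.03) and the rate-limiting enzyme HMGCR (−0.69). In glycolysis 10 of 24 fell and 1 rose, including the lactate transporter SLC16A3 (−0.65) and hexokinase HK1 (−0.46), and in the TCA cycle and respiratory chain 15 of 39 fell and 1 rose, including COX4I1 (−0.39). Camera adjusted p for these lists was 0.000277, 0.000185 and 0.0214, and with an estimated correlation the adjusted p was 0.252, 0.133 and 0.308, so these calls rest on the preset correlation.

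Other groups rose in the same libraries. Of 28 tested p53 targets 13 rose and 3 fell (14 and 3 adjusted over the list alone; median 0.20), with TP53I3 at 1.06, TP53INP1 at 0.92 and ZMAT3 at 0.69, while CDKN1A, the p21 cell cycle inhibitor, was at 242 ± 6.01 against 229 ± 4.40 CPM (log2 fold change 0.08, edgeR adjusted p = 0.149). Of 12 histone genes 7 rose, with HIST2H2BE at 0.89, HIST1H2BK at 0.77 and HIST1H1C at 0.61, and of 35 ribosomal protein genes 25 rose, with RPS3 at 0.41 and RPS19 and RPL18 at 0.38. Of 36 interferon-stimulated genes 11 rose and 2 fell, with SAMD9 at 0.83, PARP9 at 0.62 and OAS3 at −0.34. Camera adjusted p for the p53, histone, ribosomal protein and interferon lists was 0.00155, 2.91e-07, 3.05e-11 and 0.0202, and with an estimated correlation the adjusted p was 0.0594, 0.0648, 0.133 and 0.163. Reads of histone and ribosomal protein genes can be shared with near-identical sequences elsewhere in the genome. The libraries are of poly(A) RNA, so histone mRNA without a poly(A) tail is not measured.

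The largest single rises in ZR75-1 after siLATS1 were those of DLG2, a synaptic scaffold (8.37 ± 1.06 against 1.98 ± 0.416 CPM, log2 fold change 2.08), HIST1H2AI (1.69), the hemidesmosome collagen COL17A1 (1.63), the lipoprotein receptor OLR1 (1.61) and the choline transporter-like SLC44A5 (1.53). The largest falls were those of NECAB1 (2.96 ± 1.05 against 9.93 ± 1.07 CPM, log2 fold change −1.73), PPP4R4 (−1.59), FAM72D (−1.29), transglutaminase TGM1 (−1.28) and the potassium channel KCNH3 (−1.23). The FAM72D call was lost without siControl replicate 2 (edgeR adjusted p = 0.0849), siLATS1 replicate 2 (0.0527) or siLATS1 replicate 3 (0.0649). ESR1, the oestrogen receptor, was at 239 ± 9.76 against 242 ± 5.45 CPM (edgeR adjusted p = 0.777). YAP/TAZ targets did not pass as a list: 7 of 18 rose and none fell (median 0.14, camera adjusted p = 0.166), with AMOTL1 at 0.52, and CYR61 was at 13.8 ± 1.69 against 15 ± 1.11 CPM (edgeR adjusted p = 0.453). IGFBP3 was at 4.88 ± 0.242 against 3.22 ± 0.464 CPM (log2 fold change 0.59, edgeR adjusted p = 0.0307), a call lost with DESeq2 (adjusted p = 0.208) and without siControl replicate 1 (0.117), siControl replicate 3 (0.0535), siLATS1 replicate 1 (0.0921), replicate 2 (0.0661) or replicate 3 (0.0524). Luminal identity genes did not pass (6 of 23 rose and 6 fell, camera adjusted p = 0.78), nor did those of basal identity (3 of 16 rose and 1 fell, camera adjusted p = 0.786).

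In MCF7, siLATS1 again lowered the cell division genes. Of the 45 G2/M genes 44 fell, with a median log2 fold change of −0.49, led by TOP2A (−0.73), MYBL2, a transcription factor of cycling cells (−0.63), and the spindle protein TPX2 (−0.59), and 36 of 40 S phase genes fell (38 adjusted over the list alone; median −0.47), led by MCM7 (−0.78), MCM10 (−0.78) and TK1 (−0.72). Sterol synthesis fell in 16 of 24 genes, with HMGCR at −0.83, INSIG1 at −0.75 and SQLE at −0.47, against 2 that rose, and fatty acid synthesis in 9 of 20 against 1, with SCD at −0.53. Camera adjusted p for these lists was 1.11e-50, 1.25e-32, 5.53e-08 and 0.000111. With an estimated correlation, which rests on few libraries, the adjusted p was 0.0663, 0.0777, 0.0777 and 0.104. Of 13135 tested genes 2814 changed (1266 higher, 1548 lower), 529 by more than 1.5-fold. That count was 1334 with DESeq2 under the settings of the study, and 1715 in edgeR without siLATS1 replicate 1, its lowest with a library left out.

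Stress pathways were lower in MCF7 after siLATS1. Of 20 NRF2 targets 14 fell and none rose (median −0.28), including the aldo-keto reductases AKR1C1 (−2.03) and AKR1C2 (−0.90) and the cystine transporter SLC7A11 (−0.83). The integrated stress response fell in 13 of 25 genes against 2 that rose (median −0.36), including the amino acid transporter subunits SLC7A5 (−0.54) and SLC3A2 (−0.56). The unfolded protein response fell in 11 of 23 genes (median −0.17), with XBP1 at −0.42, and heat shock in 9 of 14 against 1 (median −0.29), with HSPA8 at −0.38. Oestrogen response genes fell in 14 of 33 against 3 (median −0.17), with CCND1 at −0.48 and EGR3 at −0.85, and ESR1 itself was at 249 ± 11.9 against 287 ± 4.98 CPM (log2 fold change −0.20, edgeR adjusted p = 0.00998), a call lost without siControl replicate 1 (0.067) or siLATS1 replicate 1 (0.173). Camera adjusted p for these lists was 8.31e-13, 1.23e-07, 4.83e-06, 2.06e-05 and 5.33e-05, and with an estimated correlation the adjusted p was 0.0663, 0.106, 0.106, 0.106 and 0.0856.

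Genes of p53 and histones rose in MCF7 as well. Of 30 p53 targets 12 rose and 2 fell, with TP53INP1 at 1.21, BTG2 at 0.71, SESN1 at 0.61 and CDKN1A at 0.35 (231 ± 14.3 against 181 ± 9.17 CPM), and of 17 histone genes 8 rose, with HIST1H4H at 1.39 and HIST2H2BE at 0.83. Camera adjusted p was 0.000619 and 1.38e-07, and with an estimated correlation the adjusted p was 0.106 and 0.0856. The largest rises were those of the immune checkpoint ligand VTCN1 (2.02; 10.3 ± 0.286 against 2.53 ± 0.493 CPM), the luminal progenitor factor ELF5 (1.89), GPNMB (1.86), STON1 (1.75) and ABCA10 (1.73, DESeq2 adjusted p = 0.055). After AKR1C1, the largest falls were those of the glutathione peroxidase GPX2 (−1.70), MDGA1 (−1.60), the potassium channel KCNH1 (−1.56) and KLHDC7B (−1.45). YAP/TAZ targets did not pass (median 0.06 in the joint fit of both lines), and CYR61, CTGF and IGFBP3 were not called. Further lists that passed were glycolysis (8 of 22 fell, 1 rose), immediate early genes (10 of 26 fell, 2 rose) and NF-kB targets (5 of 16 fell), with camera adjusted p of 0.000364, 0.00284 and 0.0211, and adjusted p of 0.192, 0.359 and 0.176 with an estimated correlation. Ribosomal protein genes (6 of 35 rose, 1 fell, camera adjusted p = 0.00324) and Hippo core genes (5 of 22 rose, 2 fell, with AMOT at 0.83, camera adjusted p = 0.0472) had adjusted p of 0.627 and 0.405 with an estimated correlation. The ribosomal protein call was lost without siControl replicate 2 (0.153) or siLATS1 replicate 2 (0.0812), and the Hippo call without siControl replicate 1 (0.176) or siLATS1 replicate 2 (0.196).

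The response to siLATS1 was shared between the lines to a large extent. Across 12270 genes tested in both lines, log2 fold changes had a Pearson correlation of 0.53 and a Spearman correlation of 0.55 (genes are not independent replicates). Genes that rose in both lines numbered 676, where independent lists would share 199, genes that fell in both numbered 1014 against 283, and 46 moved in opposite directions. The lines share no library. By a test of the difference itself, the effect of siLATS1 differed between the lines for 475 of 13239 genes, 184 with a higher and 291 with a lower log2 fold change in ZR75-1. The fall of the G2/M genes was larger in ZR75-1, by a median of 0.36 on the log2 scale (camera adjusted p = 1.32e-35), with 26 of 45 members differing (adjusted p = 0.00409 with an estimated correlation). VTCN1, which rose in MCF7, differed by −2.08 (edgeR adjusted p = 7.11e-06). The count was 281 with DESeq2, 311 without MCF7 siControl replicate 1 and 278 without MCF7 siLATS1 replicate 2.

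**Figure D2:**
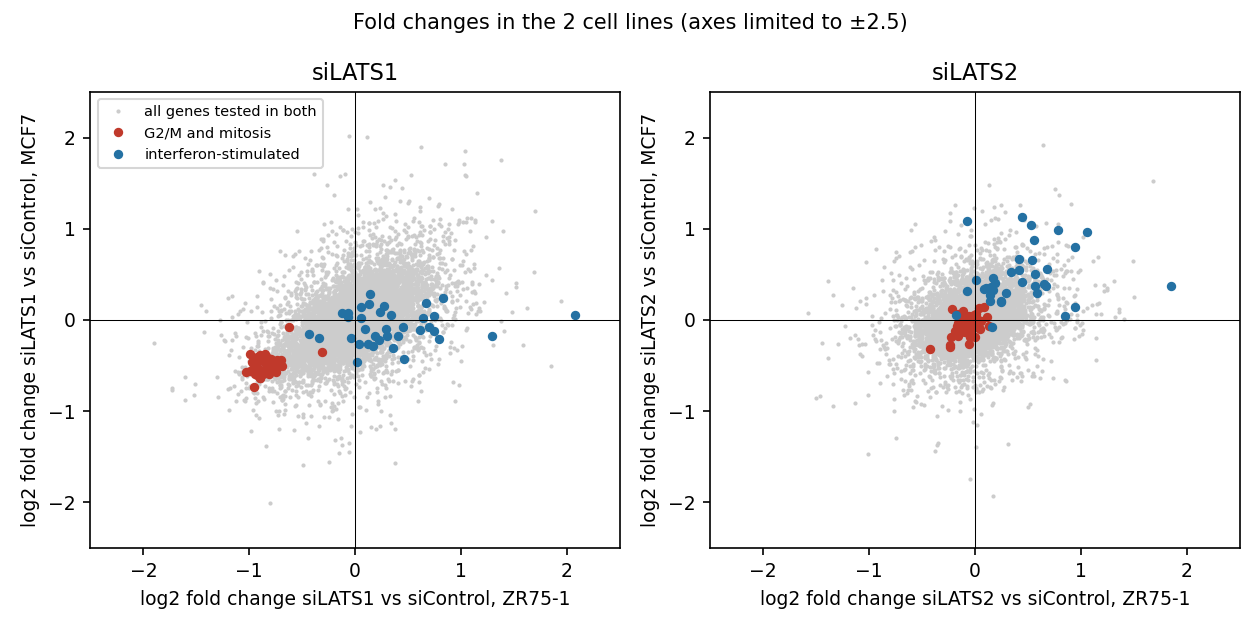
Log2 fold changes against siControl of genes tested in both lines, ZR75-1 on the x axis and MCF7 on the y axis, for siLATS1 (left) and siLATS2 (right), with a point per gene, G2/M genes in red and interferon-stimulated genes in blue. The effects had a Pearson correlation across genes of 0.53 for siLATS1 and 0.30 for siLATS2.

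The siLATS2 pool gave a smaller response of another kind. In ZR75-1, NF-kB targets rose (8 of 16, 11 adjusted over the list alone; median log2 fold change 0.39), with BIRC3, an inhibitor of apoptosis, at 1.68 (7.99 ± 1.19 against 2.46 ± 0.546 CPM), TNFAIP2 at 0.65 and NFKB2 at 0.43. Interferon-stimulated genes rose in 11 of 36 (18 adjusted over the list alone; median 0.42), with IFI6 at 0.95, IRF9 at 0.85 and ISG20 at 0.56. Both lists had a camera adjusted p of 1.31e-08, and of 0.023 with an estimated correlation. NRF2 targets rose in 6 of 18 and fell in 1 (11 and 2 adjusted over the list alone), with the haem oxygenase HMOX1 at 1.02 and the malic enzyme ME1 at −0.59. YAP/TAZ targets rose in 5 of 18 and fell in 3 (8 and 3 adjusted over the list alone; median 0.19), with NT5E at 1.17, CRIM1 at 0.72 and AMOTL2 at 0.40, and the integrated stress response rose in 6 of 23, with GDF15 at 0.64. Camera adjusted p for these lists was 6.45e-05, 0.000831 and 0.00451, and with an estimated correlation the adjusted p was 0.0583, 0.0583 and 0.0682. CYR61, a YAP/TAZ target, was lower, at 10.8 ± 0.942 against 15 ± 1.11 CPM (log2 fold change −0.48, edgeR adjusted p = 0.0229), a call lost with DESeq2 (0.135) and without siControl replicate 2 (0.0791), siControl replicate 3 (0.0719), siLATS2 replicate 1 (0.0835) or siLATS2 replicate 2 (0.0682).

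Cell cycle genes moved little in ZR75-1 after siLATS2: 7 of 40 S phase genes rose (median 0.10), with RRM2 at 0.21, and 7 of 45 G2/M genes fell (median −0.06), with FOXM1 at −0.24, while CCND1 rose by 0.47. Glycolysis rose in 7 of 24 genes, with LDHA at 0.36, and basal identity in 5 of 16, with the keratin KRT15 at 0.64 and the laminin chains LAMC2 at 0.51 and LAMB3 at 0.33. For these lists the camera adjusted p was 0.00215, 0.0165, 0.0262 and 0.0349, and with an estimated correlation the adjusted p was 0.231, 0.402, 0.287 and 0.188. The G2/M call was lost without siLATS2 replicate 1 (0.0539), the glycolysis call without siControl replicate 3 (0.095) or siLATS2 replicate 3 (0.0661), and the basal identity call without siControl replicate 2 (0.0793) or siLATS2 replicate 3 (0.0511), and with library class as a term, chosen after seeing the data (0.059). The LAMB3 call was lost without siLATS2 replicate 1 (0.0553) or siLATS2 replicate 3 (0.0579). After BIRC3 the largest rises were those of complement C3 (1.5), the adhesion molecule ICAM1 (1.49), PLLP (1.24) and cadherin CDH4 (1.21). The PLLP call was lost without siControl replicate 2 (0.0593), and the CDH4 call without siControl replicate 1 (0.103), siControl replicate 2 (0.122), siLATS2 replicate 1 (0.107) or siLATS2 replicate 2 (0.0734). The largest falls were those of ABCC12 (−1.69), XK (−1.57), the glutamate transporter SLC1A1 (−1.55), the mitochondrial isoleucyl-tRNA synthetase IARS2 (−1.46; 241 ± 11.4 against 663 ± 12.5 CPM, edgeR adjusted p = 1.15e-10) and ARHGAP24 (−1.34). The ABCC12 call was lost without siControl replicate 2 (0.0856), siLATS2 replicate 1 (0.0617) or siLATS2 replicate 3 (0.0739). In all, 1546 of 13196 genes changed (736 higher, 810 lower), 197 by more than 1.5-fold. The count was 855 with DESeq2, 936 without siControl replicate 2 and 996 without siLATS2 replicate 1. ESR1 was at 256 ± 4.44 CPM (edgeR adjusted p = 0.24).

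In MCF7, siLATS2 raised interferon-stimulated genes as a group. Of 50 tested genes 42 rose and none fell (44 adjusted over the list alone; median log2 fold change 0.41), with IFIT2 at 1.09, OASL at 1.04 and IFIT3 at 0.98. NF-kB targets rose in 9 of 16 (median 0.36), with the chemokines CCL22 at 1.27 and CCL5 at 1.14. The integrated stress response rose in 10 of 25 (12 adjusted over the list alone), with GDF15 at 0.45, and YAP/TAZ targets rose in 5 of 21 (6 adjusted over the list alone), with the growth factor TGFB2 at 1.26 and AMOTL2 at 0.34. CYR61, CTGF and IGFBP3 were not called. The unfolded protein response fell in 7 of 23, with SERP1 at −0.41, and cholesterol synthesis in 4 of 24 (8 adjusted over the list alone), with MSMO1 at −0.46. The camera adjusted p of these lists was 6.7e-110, 1.61e-12, 1.95e-08, 6.98e-06, 6.98e-06 and 1.35e-06, and with an estimated correlation the adjusted p was 0.0697, 0.0697, 0.181, 0.181, 0.181 and 0.112. The ZR75-1 and MCF7 changes of the interferon list were not shown to differ (camera adjusted p = 0.0697 for the difference), and neither were those of the NF-kB list (camera adjusted p = 0.209). Of 45 interferon-stimulated genes 3 differed. IFIT2 differed by −1.16 (edgeR adjusted p = 0.0255), higher in MCF7, and IFI6 and IRF9 each by 0.81 (edgeR adjusted p = 0.0162 and 0.0169), higher in ZR75-1.

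The largest rises in MCF7 after siLATS2 were those of the apolipoprotein L gene APOL3 (1.92; 4.36 ± 0.957 against 1.14 ± 0.199 CPM), the antiviral factor TRIM22 (1.59), the collagen COL12A1 (1.43), the cytokine FLT3LG (1.37) and PSG9 (1.36). The largest falls were those of the forkhead factor FOXI1 (−1.39), C15orf59 (−1.35), the uroplakin UPK2 (−1.26), MEAT6 (−1.18) and RPRM (−1.16), all of them at low levels. With DESeq2 the adjusted p was 0.0512 for APOL3 and 0.14 for PSG9. The FLT3LG call was lost without siControl replicate 1 (edgeR adjusted p = 0.532), siLATS2 replicate 1 (0.41) or siLATS2 replicate 2 (0.0754), the C15orf59 call without siControl replicate 1 (0.29) or siLATS2 replicate 2 (0.367), and the RPRM call without siControl replicate 1 (0.141) or siLATS2 replicate 2 (0.101). The UPK2 call was lost without siControl replicate 2 (0.183), siLATS2 replicate 1 (0.111) or siLATS2 replicate 2 (0.228), and the MEAT6 call without any of these 4 libraries (0.303 without siControl replicate 1, 0.0635 without siControl replicate 2, 0.279 without siLATS2 replicate 1 and 0.169 without siLATS2 replicate 2). In all, 695 of 13135 genes changed (398 higher, 297 lower), 143 by more than 1.5-fold. The count was 280 with DESeq2, 293 in edgeR without siLATS2 replicate 2, 327 without siLATS2 replicate 1 and 442 without siControl replicate 1.

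Further lists that passed in MCF7 after siLATS2 had few changed members. These were apoptosis regulators (4 of 31 rose, with TNFSF10 at 0.73), fatty acid synthesis (2 of 20 fell, with ME1 at −0.29), immediate early genes (4 of 26 rose, with KLF4 at 0.62, and 2 fell), S phase (3 of 40 fell) and G2/M (4 of 45 fell). Camera adjusted p was 0.0058, 0.00202, 0.0198, 0.0203 and 0.0126, and with an estimated correlation the adjusted p was 0.191, 0.181, 0.384, 0.384 and 0.354. The apoptosis call was lost without siLATS2 replicate 2 (0.0549), and the other calls except fatty acid synthesis were lost without siControl replicate 2 (0.23, 0.0719 and 0.0935) or siLATS2 replicate 1 (0.196, 0.0807 and 0.0608). TNFSF10 itself was lost without siControl replicate 2 (0.0721), siLATS2 replicate 1 (0.0599) or siLATS2 replicate 2 (0.0878), and ME1 without siControl replicate 2 (0.0695), siLATS2 replicate 1 (0.0619) or siLATS2 replicate 2 (0.0902).

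Between the lines, siLATS2 effects had a Pearson correlation of 0.30 and a Spearman correlation of 0.31 across 12270 genes. Genes that rose in both numbered 139 (20.8 for independent lists), genes that fell in both 135 (18.2), and 6 moved in opposite directions. The effect differed between the lines for 64 genes that were higher and 39 that were lower in ZR75-1, of 13239. The sum of both was 55, 50 and 67 without ZR75-1 siControl replicates 1, 2 and 3, 52 and 48 without ZR75-1 siLATS2 replicates 1 and 3, 27 without MCF7 siControl replicate 1, and 49 and 21 without MCF7 siLATS2 replicates 1 and 2. IARS2 fell more in ZR75-1, by a difference of −0.62 (edgeR adjusted p = 0.000196), and CCND1 differed by 0.49 (edgeR adjusted p = 2.56e-05).

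**Figure D3:**
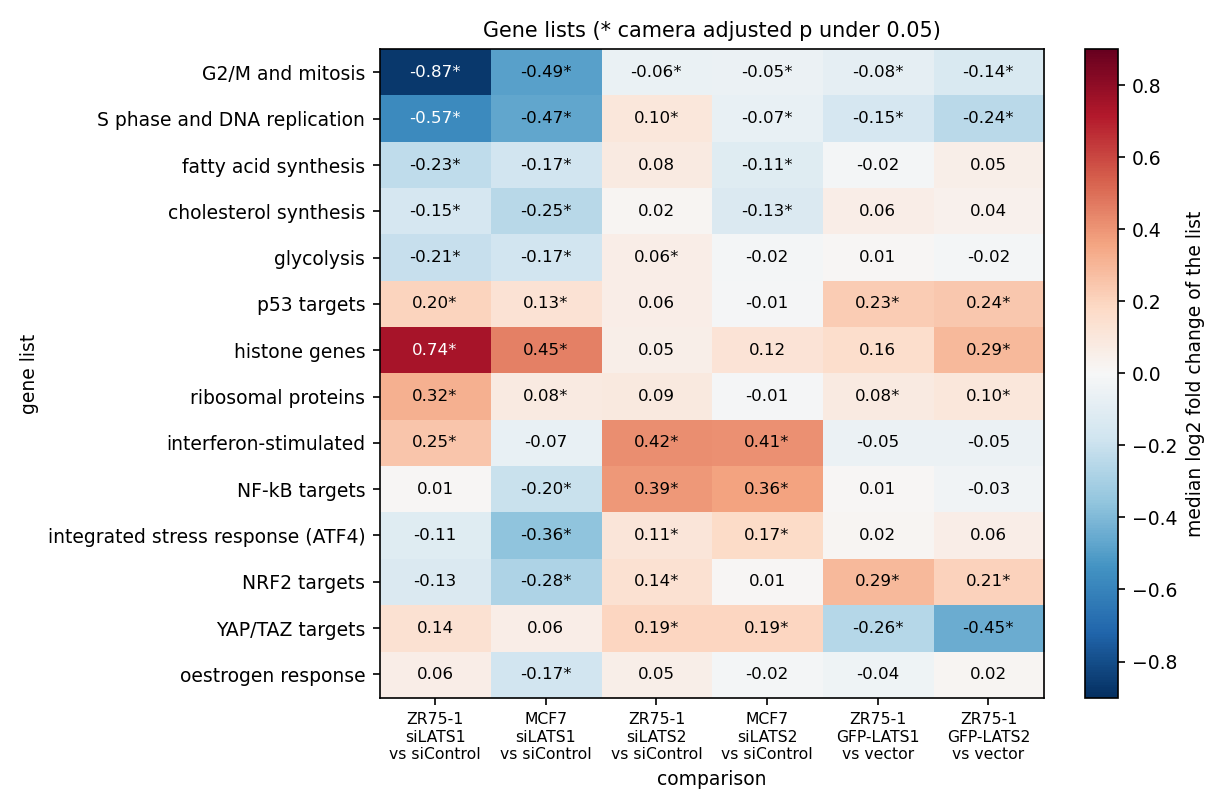
Median log2 fold change of gene lists (rows) in the knockdown and overexpression comparisons (columns), red for higher and blue for lower, with the value in each cell and a star where camera gave an adjusted p under 0.05. The G2/M list was at −0.87 and −0.49 after siLATS1 in ZR75-1 and MCF7, and the interferon list at 0.42 and 0.41 after siLATS2.

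Compared directly, siLATS1 and siLATS2 libraries differed more than either differed from siControl. In ZR75-1, 5312 of 13196 genes differed (2551 higher and 2761 lower with siLATS1), 1356 of them by more than 1.5-fold. All 45 G2/M genes and 38 of 40 S phase genes were lower with siLATS1 (medians −0.80 and −0.66), as were 14 of 20 fatty acid synthesis genes, with 1 higher (median −0.30). Camera adjusted p was 1.64e-69, 6.57e-36 and 2.87e-07, and 0.00255, 0.00255 and 0.0149 with an estimated correlation. NF-kB targets (8 of 16 lower, 2 higher, with TNFAIP2 at −0.80 and CCL22 at −1.46), NRF2 targets (11 of 18 lower, 3 higher, with HMOX1 at −1.20) and glycolysis (15 of 24 lower, 1 higher) were lower with siLATS1, while histone genes (7 of 12) and ribosomal protein genes (21 of 35) were higher. Camera adjusted p for these was 0.00585, 0.00585, 1.34e-06, 6.26e-05 and 1.96e-06, and with an estimated correlation the adjusted p was 0.12, 0.126, 0.0936, 0.126 and 0.228. The integrated stress response (12 of 23 lower, 2 higher), TCA cycle (17 of 39 lower, 3 higher) and cholesterol synthesis (14 of 24 lower, 5 higher) lists were also lower and p53 targets (12 of 28 higher, 5 lower) higher with siLATS1, at camera adjusted p of 0.0126, 0.0116, 0.000542 and 0.0414, with adjusted p of 0.12, 0.228, 0.228 and 0.126 with an estimated correlation. The p53 call was lost with library class as a term, chosen after seeing the data (0.058), and without siLATS1 replicate 1 (0.0622), siLATS2 replicate 1 (0.0608) or siLATS2 replicate 3 (0.0589). The genes furthest apart were COL17A1 (2.42), DLG2 (2.31), CLCA2 (2.14), SLC44A5 (1.91) and ABCC12 (1.77), higher with siLATS1, and RASL11A (−2.17), MATN3 (−2.03), the phosphate transporter SLC34A2 (−2.01), UNC13A (−1.98) and RLTPR (−1.86), lower with it.

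In MCF7, 3346 of 13135 genes differed between siLATS1 and siLATS2 (1546 higher and 1800 lower with siLATS1), 730 of them by more than 1.5-fold. The count was 1659 with DESeq2, 2054 without siLATS1 replicate 1, 2186 without siLATS2 replicate 1 and 2093 without siLATS2 replicate 2. Interferon-stimulated genes were lower with siLATS1 in 40 of 50 and higher in 1 (median −0.51), with IFIT2 at −1.39, as were 12 of 16 NF-kB targets (median −0.60), with CCL5 at −1.28, 19 of 25 genes of the integrated stress response, with 1 higher (median −0.51), and 14 of 20 NRF2 targets (median −0.38), with HMOX1 at −1.55. G2/M genes were lower in 43 of 45 and S phase genes in 35 of 40. For these lists the camera adjusted p was 1.41e-48, 2.11e-11, 8.82e-18, 4.34e-14, 1.1e-31 and 1.13e-19, and with an estimated correlation the adjusted p was 0.0681, 0.0681, 0.0681, 0.0681, 0.0681 and 0.104. Luminal identity genes were higher with siLATS1 in 9 of 22 and lower in 3, with MUC1 at 0.78 and CD24 at 0.50 (camera adjusted p = 0.00773, adjusted p = 0.334 with an estimated correlation). Immediate early (14 of 26), heat shock (9 of 14), oestrogen response (14 of 33), glycolysis (10 of 22) and YAP/TAZ genes (8 of 21) were lower as lists, and histone (7 of 17), ribosomal protein (8 of 35) and p53 genes (11 of 30) higher, at camera adjusted p of 1.55e-05, 0.00168, 0.0112, 0.0138, 0.0218, 0.000984, 0.00155 and 0.00233. With an estimated correlation the adjusted p was 0.275, 0.175, 0.171, 0.334, 0.334, 0.171, 0.508 and 0.171. The glycolysis call was lost without siLATS2 replicate 1 (0.0773), and the YAP/TAZ call without siLATS1 replicate 2 (0.0843) or siLATS2 replicate 2 (0.0545). The genes furthest apart were CLCA2 (2.56), STON1 (2.20), P2RX2 (1.86), VTCN1 (1.79) and ABCA10 (1.73), higher with siLATS1, and APOL3 (−2.40), KLHDC7B (−2.32), the interferon lambda gene IFNL1 (−1.92), the activin subunit INHBE (−1.88) and the transglutaminase TGM2 (−1.86), lower with it.

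The siLATS1 and siLATS2 comparisons of a line share their control libraries, which alone makes fold changes agree. In ZR75-1 the fold changes had a Pearson correlation of 0.15 across genes (Spearman 0.13), and simulated unchanged groups against the same controls 0.51 (0.46). The covariance of the real fold changes was 0.0135, and that of the simulated ones 0.0207. The simulated spread includes the library classes described below, drawn anew for each library, whereas siControl and siLATS1 hold the same number of libraries of each class. For ZR75-1 the simulation is therefore no fair null, and the lower real values are not read as a result. Genes that rose in both numbered 235 (119 for independent lists), genes that fell in both 255 (146), and 284 (263) moved in opposite directions. In MCF7 the correlation was 0.27 (Spearman 0.24) against 0.49 (0.45) simulated, the covariance 0.0216 against 0.0187, and the counts were 94 (38.3), 99 (34.9) and 102 (75.4). Part of the excess of shared genes over independent lists may come from the shared controls. With separate control libraries for siLATS1 and siLATS2, a fit chosen after seeing the data that leaves 1 control library on at least 1 side, the correlation in ZR75-1 was −0.05 on average (−0.25 to 0.09 over 6 splits, mean Spearman 0, mean covariance −0.00777), and the −0.25 came from siControl replicate 3 set apart for siLATS1, which is of another library class than replicates 1 and 2. In MCF7 it was 0.03 (0.03 to 0.04 over 2 splits, mean covariance 0.00352).

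Overexpression raised each transgene to a large share of the library. LATS1 reached 164188 ± 2259 CPM in GFP-LATS1 cells against 47.3 ± 1.27 CPM with vector, and LATS2 reached 171449 ± 996 CPM in GFP-LATS2 cells against 48.4 ± 7.41 CPM (n = 2). They took 15.5% and 15.3% of the counts of the GFP-LATS1 libraries and 16% and 16.2% of those of the GFP-LATS2 libraries. Scaling of these libraries removes that share: with library size alone the median log2 fold change of all genes was −0.271 for GFP-LATS1 and −0.262 for GFP-LATS2, and changes are given relative to it. LATS1 counted 687 in GFP-LATS2 replicate 1 (150 CPM) and 293 in replicate 2 (43.0 CPM), so the LATS1 mean of that group was 96.3 ± 75.5 CPM (edgeR adjusted p = 0.265). Whether the higher count holds reads of the GFP-LATS1 transgene was not tested, so it is not read as a level of the cells. Interferon-related transcripts were high in all 3 groups of this experiment, and its contrasts were made in cells of that state. IFIT2 had group means from 4330 to 5475 CPM of the library total, against 2.21 with siControl in the ZR75-1 knockdown.

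GFP-LATS2 lowered YAP/TAZ targets. Of 20 tested genes 7 fell and 1 rose (15 and 2 adjusted over the list alone), with a median log2 fold change of −0.45 (camera adjusted p = 4.54e-20, and adjusted p = 0.054 with an estimated correlation). CYR61 fell from 31.2 ± 0.684 to 10.8 ± 0.223 CPM (log2 fold change −1.52, SE 0.16, edgeR adjusted p = 0.000225), AMOTL2, a feedback target of YAP, from 187 ± 13.6 to 74.7 ± 1.14 CPM (−1.32, edgeR adjusted p = 6.46e-07) and AJUBA by 1.11, while CTGF was at 1.10 ± 0.317 against 3.26 ± 0.481 CPM (edgeR adjusted p = 0.106). Of 29 p53 targets 5 rose (18 rose and 1 fell adjusted over the list alone; median 0.24, camera adjusted p = 1.95e-16, and adjusted p = 0.054 with an estimated correlation), with CDKN1A from 335 ± 0.150 to 531 ± 13 CPM (log2 fold change 0.66, edgeR adjusted p = 0.000149) and GDF15 at 0.86. S phase genes fell in 4 of 40 (11 adjusted over the list alone; median −0.24), with DTL at −0.65 and CHAF1A at −0.82, and G2/M genes in 3 of 45 (8 adjusted over the list alone), with UBE2C at −0.47, with camera adjusted p of 5.72e-11 and 8.4e-05 and adjusted p of 0.392 and 0.543 with an estimated correlation. NRF2 targets passed upwards (camera adjusted p = 1.3e-06, adjusted p = 0.246 with an estimated correlation), with HMOX1 at 0.67 as the 1 member of 21 called. The G2/M call was lost without GFP-LATS2 replicate 2 (0.112). The GDF15 call was lost without GFP-LATS2 replicate 2 (0.0599) and the HMOX1 call without vector replicate 1 (0.0572).

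After the transgene, the largest rises with GFP-LATS2 were those of CASP10 (1.48), FAM84A (1.44), the immediate early gene ARC (1.40) and PTPRB (1.36). After CYR61 and AMOTL2, the largest falls were those of GRIP2 (−1.29), VGLL1, a TEAD cofactor (−1.27), and EGR4 (−1.25). Of these genes, the calls of all but CYR61 and AMOTL2 were lost without vector replicate 2 (0.167 to 0.394), without GFP-LATS2 replicate 2 (0.252 to 0.469) and without vector replicate 1 (0.0517 to 0.437) or GFP-LATS2 replicate 1 (0.0557 to 0.311). The calls of DTL, CHAF1A and UBE2C were lost in the same 4 refits (0.123, 0.222, 0.183 and 0.211 for DTL). Heat shock, immediate early, histone, ribosomal protein and unfolded protein response genes passed upwards and Hippo core genes downwards, with 1, 4, 0, 0, 0 and 1 members called (camera adjusted p = 0.00484, 0.00621, 0.00964, 0.0107, 0.0172 and 0.0111; adjusted p = 0.392, 0.392, 0.625, 0.74, 0.625 and 0.543 with an estimated correlation). With library size alone the heat shock, immediate early, ribosomal protein and unfolded protein response calls were lost (0.509, 0.321, 0.567 and 0.754). The immediate early and ribosomal protein calls were lost without GFP-LATS2 replicate 1 (0.0921 and 0.367), the histone, Hippo and unfolded protein response calls without GFP-LATS2 replicate 2 (0.105, 0.0568 and 0.243), the ribosomal protein call without vector replicate 1 (0.407) and the unfolded protein response call without vector replicate 2 (0.1). Of 13038 genes, 71 rose and 111 fell, 79 by more than 1.5-fold and 21 by more than 2-fold. The count was 63 with DESeq2, 9 without vector replicate 1, 17 without vector replicate 2, 18 without GFP-LATS2 replicate 1, 13 without GFP-LATS2 replicate 2 and 665 without either GFP-LATS1 library.

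**Figure D4:**
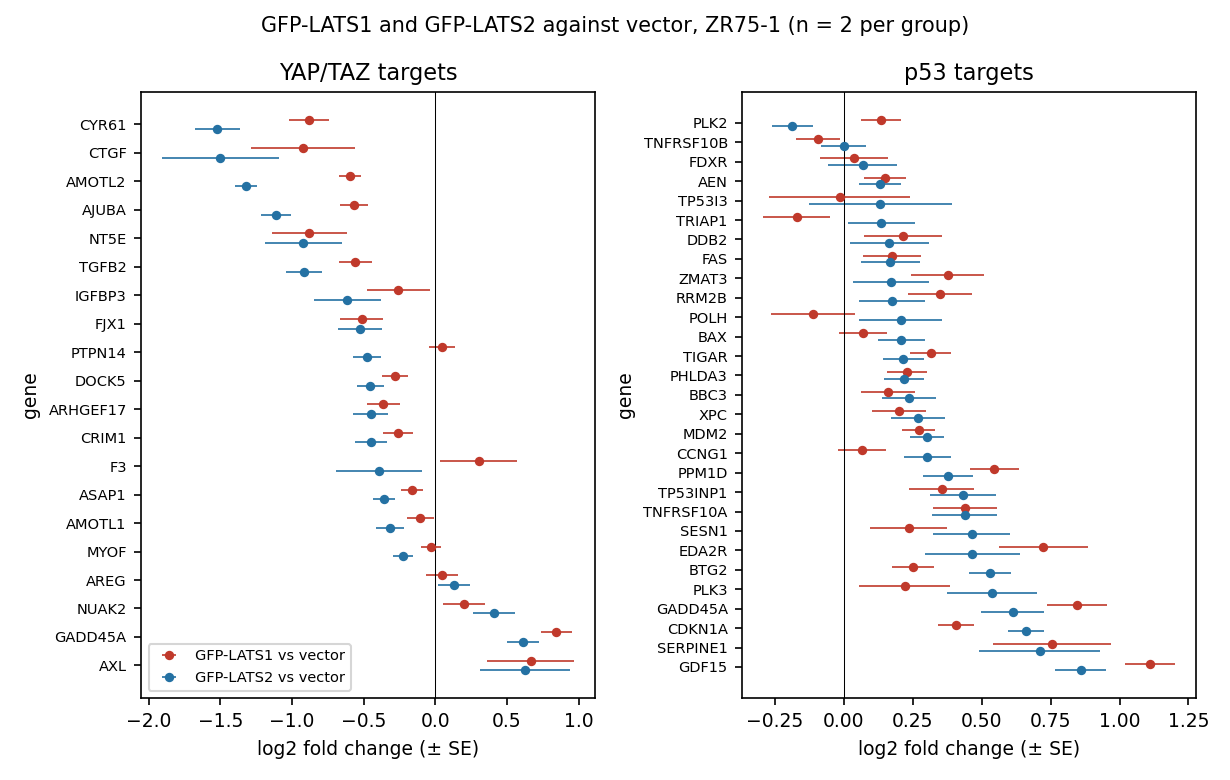
Log2 fold changes against vector, with the SE as bars, of the tested YAP/TAZ targets (left) and p53 targets (right) in GFP-LATS1 (red) and GFP-LATS2 (blue) cells, n = 2 libraries per group. CYR61 lies at −0.88 and −1.52 and CDKN1A at 0.41 and 0.66 for GFP-LATS1 and GFP-LATS2.

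GFP-LATS1 gave a response of similar size. YAP/TAZ targets fell in 4 of 20 and rose in 1 (9 and 1 adjusted over the list alone; median −0.26, camera adjusted p = 9.34e-05, adjusted p = 0.206 with an estimated correlation), with AMOTL2 at −0.59, GADD45A at 0.84 and CYR61 at 16.8 ± 3.36 against 31.2 ± 0.684 CPM (log2 fold change −0.88, edgeR adjusted p = 0.00654). Of 29 p53 targets 6 rose (14 adjusted over the list alone; median 0.23, camera adjusted p = 1.74e-14, adjusted p = 0.0954 with an estimated correlation), with GDF15 at 1.11 and CDKN1A at 0.41. NRF2 targets passed upwards with 2 of 21 called (11 adjusted over the list alone; median 0.29), HMOX1 at 1.21 and PGD at 0.31, as did immediate early genes with 3 of 28 (10 rose and 1 fell adjusted over the list alone), FOSL1 at 1.06, KLF10 at 0.67 and ATF3 at 0.58. G2/M genes passed downwards with 4 of 45 called, TOP2A at −0.46 among them, and S phase genes with none of 40 called (6 adjusted over the list alone). The camera adjusted p of these lists was 6.37e-14, 1.12e-05, 9.34e-05 and 0.00012, and with an estimated correlation the adjusted p was 0.142, 0.298, 0.55 and 0.55. The S phase call was lost without GFP-LATS1 replicate 1 (0.0781). The TCA cycle, unfolded protein response and ribosomal protein lists passed upwards with no member called (camera adjusted p = 0.00174, 0.0064 and 0.0178; adjusted p = 0.55, 0.55 and 0.783 with an estimated correlation), and each call was lost with library size alone (0.899, 0.653 and 0.673). They were also lost without vector replicate 1 (0.111, TCA cycle; 0.531, ribosomal), vector replicate 2 (0.0769, unfolded protein response), GFP-LATS1 replicate 1 (0.605, unfolded protein response), GFP-LATS1 replicate 2 (0.179, TCA cycle; 0.44, ribosomal), or GFP-LATS2 replicates 1 and 2 (0.053 and 0.0509, ribosomal). Without vector replicate 1 the gene calls of CYR61 (0.2), AMOTL2 (0.0795), GADD45A (0.0877), CDKN1A (0.221), FOSL1 (0.0692), KLF10 (0.0731), ATF3 (0.116), PGD (0.461) and TOP2A (0.174) were lost. Without vector replicate 2 those of CYR61 (0.125), CDKN1A (0.192), PGD (0.318) and TOP2A (0.261) were lost. The CDKN1A call was also lost with library size alone (0.104) and without GFP-LATS2 replicate 2 (0.0508), that of PGD without GFP-LATS2 replicate 1 (0.139) or replicate 2 (0.149), and that of TOP2A without GFP-LATS2 replicate 1 (0.055) or replicate 2 (0.0648).

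The largest rises with GFP-LATS1, after the transgene, were those of ARC (2.45; 11.2 ± 0.165 against 2.01 ± 0.418 CPM), the collagen COL6A3 (2.22), FBLN5 (1.63) and the gene of carboxypeptidase M (1.58). The largest falls were those of EGR4 (−2.04), the interferon lambda gene IFNL4 (−1.35), GRIP2 (−1.35), C2CD4A (−1.06) and ARL4A (−1.02). The calls of COL6A3, FBLN5 and GRIP2 were lost without vector replicate 1 (0.37, 0.442 and 0.243) or vector replicate 2 (0.307, 0.261 and 0.164), and those of COL6A3 and FBLN5 also without GFP-LATS2 replicate 1 (0.0756 and 0.0959) or GFP-LATS2 replicate 2 (0.0821 and 0.101). In all, 149 of 13038 genes changed (74 higher, 75 lower), 60 by more than 1.5-fold and 22 by more than 2-fold. The count was 55 with DESeq2, 15 without vector replicate 1, 22 without vector replicate 2, 57 and 41 without GFP-LATS2 replicates 1 and 2, 655 without GFP-LATS1 replicate 1 and 1000 without GFP-LATS1 replicate 2. With library size alone, 54 genes were higher and 4692 lower with GFP-LATS1, and 46 higher and 4510 lower with GFP-LATS2. GFP-LATS1 replicate 1 belongs to the smaller of the library classes that the ZR75-1 libraries form. Vector and GFP-LATS2 libraries are all of the other class. Without GFP-LATS1 replicate 2, differences of GFP-LATS1 from vector or GFP-LATS2, and their counts, therefore cannot be told apart from library class. The spread was estimated over the 3 groups together, so it includes this class difference in every comparison. With only the 2 groups compared, the count was 661 for GFP-LATS2 and 52 for GFP-LATS1, whose libraries are of both classes. The main counts are therefore not read as the size of the response. Without the genes that differ between those classes, an alternative chosen after seeing the data, 370 and 350 genes were called for GFP-LATS1 and GFP-LATS2.

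Between GFP-LATS1 and GFP-LATS2 cells 16 genes differed (12 higher and 4 lower with GFP-LATS1), the transgenes included. The GFP-LATS1 libraries, of both classes, lay further apart (chi-square per degree of freedom 4.51) than those of vector (1.51) or GFP-LATS2 (1.54). The low count is therefore not read as a small difference between the kinases. YAP/TAZ targets were higher with GFP-LATS1 as a list (median 0.20, camera adjusted p = 4.76e-08, adjusted p = 0.246 with an estimated correlation), with AMOTL2 as the 1 member of 20 called (0.73; 4 adjusted over the list alone). CYP1A1 (1.21), ANGPT2 (0.94), NAV2 (0.84), IL6 (0.76) and HMOX1 (0.54) were higher, and SNHG19 (−0.77), the heat shock gene HSPA1B (−0.66) and ALDH3B2 (−0.37) lower. The heat shock list was lower with GFP-LATS1 (median −0.09), and the S phase and NRF2 lists higher (0.11 and 0.06), at camera adjusted p of 0.000441, 0.0216 and 0.0414 with adjusted p of 0.715, 0.838 and 0.838 with an estimated correlation. The calls of all these genes, AMOTL2 included, were lost without GFP-LATS2 replicate 1 (0.176 to 0.544) or GFP-LATS2 replicate 2 (0.209 to 0.934). Those of all but AMOTL2 were also lost without vector replicate 1 (0.0548 to 0.231), and those of ANGPT2, IL6, SNHG19, HSPA1B and ALDH3B2 without vector replicate 2 (0.0501 to 0.22). The S phase call was lost without GFP-LATS1 replicate 2 (0.826) or GFP-LATS2 replicate 2 (0.595), and the NRF2 call without vector replicates 1 (0.0602) and 2 (0.0599), GFP-LATS1 replicate 2 (0.856) and GFP-LATS2 replicates 1 (0.144) and 2 (0.333). The count was 4 and 7 without vector replicates 1 and 2, 152 and 627 without GFP-LATS1 replicates 1 and 2, and 2 without either GFP-LATS2 library. Across genes, fold changes of siLATS1 and GFP-LATS1 in ZR75-1 had a Pearson correlation of −0.03 (Spearman −0.05), and those of siLATS2 and GFP-LATS2 −0.02 (Spearman −0.02), over 12578 genes. Of genes called in both, 36 moved in opposite directions for LATS1 (24.3 for independent lists), 16 rose in both (11.3) and 15 fell in both (13.1). For LATS2 the counts were 32 (9.98), 8 (3.66) and 11 (6.54).

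PPARG was low in every experiment and was not called in any comparison: it stood at 3.35 ± 0.672 CPM with siControl in ZR75-1, at 3.12 ± 0.355 with siLATS2 and 3.61 ± 1.34 with siLATS1, at 1.72 ± 0.658 CPM with siControl in MCF7 and at 1.81 ± 0.828 CPM with vector. PPARG targets, a set the study took from a review, passed downwards after siLATS1 in MCF7 (9 of 32 fell and 1 rose, with SCD at −0.53 and CDKN1A at 0.35; camera adjusted p = 0.0394) and upwards with GFP-LATS2 (3 of 31 rose, CDKN1A at 0.66, NR1D1 at 0.57 and CEBPA at 0.47; camera adjusted p = 0.0125), with adjusted p of 0.192 and 0.392 with an estimated correlation. The MCF7 call was lost without siLATS1 replicate 1 (0.146), and the GFP-LATS2 call without vector replicate 2 (0.0859) or GFP-LATS2 replicate 1 (0.0616). The NR1D1 and CEBPA calls were lost without vector replicate 1 (0.265 and 0.354), vector replicate 2 (0.369 and 0.367), GFP-LATS2 replicate 1 (0.284 and 0.319) or GFP-LATS2 replicate 2 (0.405 and 0.356). The KEGG PPAR signalling set passed in no comparison (camera adjusted p from 0.0671 to 0.863).

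Other sets the study chose, none of them derived from these libraries, changed little by camera. By GSEA of genes past a threshold, the study reported hormone therapy resistance genes higher after LATS1 silencing in MCF7. It also reported that changes in Lats1-deleted tumours went well with those after LATS1 modulation in these cell lines. Camera is an unlike measure, as it uses all tested genes. Genes of tamoxifen resistance and endocrine resistance passed upwards after siLATS1 in MCF7 (79 of 490 rose and 39 fell, and 82 of 415 rose and 43 fell), at medians of 0.06 and 0.07 (camera adjusted p = 0.0399 and 0.0232, adjusted p = 0.106 and 0.192 with an estimated correlation), and their calls were lost without siLATS1 replicate 2 (0.063 for each) or, for tamoxifen resistance, without siControl replicate 1 (0.0941). The set of genes down in Lats1-deleted mouse tumours was higher with siLATS1 than with siLATS2 in MCF7 (31 of 113 higher and 14 lower, camera adjusted p = 0.0218, adjusted p = 0.16 with an estimated correlation; 0.0722 without siLATS2 replicate 2), and the set up in those tumours passed nowhere (0.173 to 0.95). The LATS1-low tumour signature holds genes lower in LATS1-low tumours, so a rise goes against the pattern of those tumours. The signature passed upwards after siLATS2 in ZR75-1, where 7 of 17 genes rose and 3 fell. The median there was −0.07, of the opposite sign to the test and to the mean of 0.07. After siLATS2 in MCF7 the signature passed downwards (1 of 14 rose and 3 fell). Camera adjusted p was 0.0165 and 0.0198, adjusted p was 0.282 and 0.205 with an estimated correlation, and the calls were lost without siLATS2 replicate 2 (0.0781 and 0.0511). The basal tumour signature passed after siLATS2 in MCF7 (2 of 10 rose, camera adjusted p = 0.0339, adjusted p = 0.224 with an estimated correlation; 0.0912 without siControl replicate 2, 0.0608 without siLATS2 replicate 1 and 0.0511 without siLATS2 replicate 2). The LATS2-low signature, with 5 to 12 tested genes, passed in none of its 6 comparisons (0.258 to 0.944).

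Markers of other cell types were few and did not pass. Fibroblast markers, 6 to 8 of which were tested, had camera adjusted p from 0.0544 to 0.8. Immune cell markers were tested with 5 genes in the overexpression experiment (0.665 to 0.982), and the 3 tested in each knockdown experiment, like the endothelial markers, were too few for a test. Fatty acid oxidation (0.0883 to 0.8) and hypoxia targets (0.157 to 0.992) passed in no comparison.

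ZR75-1 libraries fell into 2 classes that did not follow the groups. The smaller class, defined here from the counts, holds siControl replicates 1 and 2, siLATS1 replicates 1 and 2 and siLATS2 replicate 2 in the knockdown and GFP-LATS1 replicate 1 in the overexpression experiment, 6 of the 21 libraries. The leading component of variation within groups, which separates the classes, held 55.4% of that variance in the ZR75-1 knockdown. NME2 stood at 0.565 to 1.95 CPM in the 6 libraries and at 70.7 to 180 CPM in the others, GDF9 at 37.5 to 44.4 against 0.826 to 1.78 CPM, and the ribosomal protein gene RPL41 at 15.6 to 18.8 against 241 to 937 CPM. With group taken into account, 920 genes differed between the classes in the ZR75-1 knockdown, 208 by more than 2-fold (92 of these higher in the smaller class). The class holds 2 of 3 libraries with siControl, 2 of 3 with siLATS1 and 1 of 3 with siLATS2, so it moves with siLATS2. In fits chosen after seeing the data, 4485 genes were called after siLATS1 within this class alone, with 2 libraries in each group. The other counts within a class set a group of 1 library against another and take the spread from the groups with 2 libraries: 2336 for siLATS1 in the other class, and 962 and 1002 for siLATS2 in this class and the other. With class as a term and all libraries kept, 5580 genes changed after siLATS1 and 2280 after siLATS2.

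**Figure D5:**
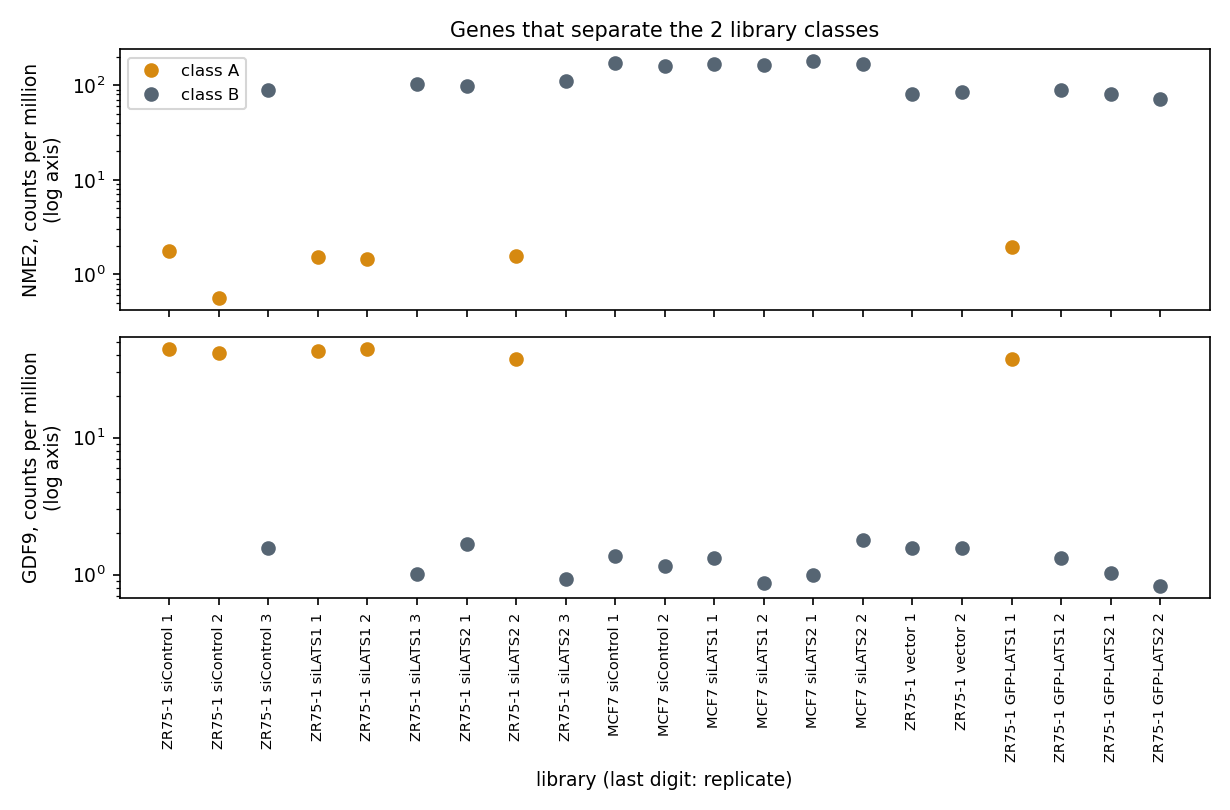
CPM of NME2 (top) and GDF9 (bottom) in each of the 21 libraries, on a log axis, with the 6 libraries of the smaller class (class A) in orange and the others (class B) in grey. NME2 lies at 0.565 to 1.95 CPM in those 6 libraries and at 70.7 to 180 CPM in the others.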

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

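The overlap and depth tests of the library classes, the look at words in single genes and the comparison of both siRNA pools were chosen after the result was seen, and the other tests before. No group holds enough libraries for a test of single libraries that stand apart.

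Effects of the same siRNA pool that differed between ZR75-1 and MCF7, by a test of the difference, were looked at again. For siLATS1 475 genes differed and for siLATS2 103. After siLATS1, the log2 difference (ZR75-1 minus MCF7) was −0.97 for NECAB1 (edgeR adjusted p = 0.0325), −0.27 for CDKN1A (0.0487), −2.08 for VTCN1 (7.11e-06) and 1.31 for KCNH1 (0.00136). After siLATS2 it was −0.62 for IARS2 (edgeR adjusted p = 0.000196) and 1.40 for FOXI1 (0.00115).

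Among gene lists after siLATS1, the median difference was −0.36 for G2/M (camera adjusted p = 1.32e-35) and −0.11 for Hippo core genes (0.00164). It was 0.39 for interferon-stimulated genes (camera adjusted p = 9.9e-06), 0.41 for NF-kB targets (0.000614), 0.19 for the integrated stress response (3.61e-05), 0.07 for the unfolded protein response (0.0398) and 0.13 for oestrogen response (1.94e-05). It was 0.11 for NRF2 targets (camera adjusted p = 2.93e-07), 0.15 for immediate early genes (0.0171), 0.23 for ribosomal proteins (1.74e-10) and 0.27 for histone genes (0.037). With an estimated correlation 6 of these calls were kept and 5 lost: interferon-stimulated genes (adjusted p = 0.107 with an estimated correlation), the unfolded protein response (0.142), immediate early genes (0.213), ribosomal proteins (0.128) and histone genes (0.377). After siLATS2 it was 0.19 for the unfolded protein response (camera adjusted p = 1.92e-05), 0.17 for S phase (5.53e-09), 0.11 for oestrogen response (0.00143), 0.10 for luminal identity (0.0144) and 0.09 for glycolysis (0.0102). It was 0.15 for cholesterol synthesis (camera adjusted p = 8.58e-07), 0.18 for fatty acid synthesis (3.13e-06), 0.10 for ribosomal proteins (0.0273) and 0.18 for the LATS1-low signature (0.0144). With an estimated correlation 4 were kept and 5 lost: luminal identity (adjusted p = 0.296 with an estimated correlation), glycolysis (0.226), cholesterol synthesis (0.0634), ribosomal proteins (0.546) and the LATS1-low signature (0.18). These list differences were not refitted with libraries left out.

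Of the ZR75-1 libraries, 6 form a class (class A, the others class B) with low NME2 and RPL41 and high GDF9 that does not follow the groups. Depth is argued against, since the lowest total of class B in the knockdown was 6937957 and the highest of class A 7251795, so the ranges overlap. A candidate explanation is a difference in how reads of overlapping genes were counted: of the genes that differ over 2-fold between the classes, 60.1% overlap a gene on the opposite strand, against 44.8% of other tested genes (odds ratio 1.86, 95% interval 1.36 to 2.53, Fisher's exact p = 8.67e-05), with 80.8% of these genes matched. Overlap on the same strand, which was not predicted, was at 45.2% against 18.0% (odds ratio 3.76), so the strand setting alone is not singled out. No biological explanation was tested, and the source of the classes stays open.

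Genes that fell after a siRNA pool may include direct targets of its oligonucleotides, whose sequences are not known here. For seed matches of the siLATS1 pool in 3' UTRs the scan found 2 overlapping 7-base words of the LATS1 transcript, CAAACAA and TCAAACA, that mark lower genes after siLATS1 against siControl and against siLATS2 in both lines, and for seed matches of the siLATS2 pool in 3' UTRs it found 1 word of the LATS2 transcript, ATCAGAA, while by chance 31.7% and 26.0% of words occur in these transcripts. The words were picked by the falls in these same comparisons, so their share among fallen genes is no further test, and of the 5 largest falls 5 carry the siLATS2 word in ZR75-1 and none in MCF7, where 3 had a 3' UTR to search, against 1 and 2 for the siLATS1 words. The G2/M genes carry the siLATS1 words in 6.8% against 22.2% of other genes, so a match to these words in most of them is argued against, while the S phase genes carry them in 22.5% against 22.1%, which argues neither way. Other oligonucleotides of the pool were not looked for in either list, nor was GCTAATA, the lowest word in MCF7 (z −7.26) but not in ZR75-1, so direct matches to those and an indirect effect of another gene hit by the pool stay open.

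The rise of interferon-stimulated genes in MCF7 after siLATS2 may be an effect of LATS2 loss or of this pool. A response to any siRNA pool is argued against in MCF7: the list was lower with siLATS1 than siLATS2 (median log2 fold change −0.51). That call, like the rise itself, was lost with an estimated correlation. In ZR75-1 the list passed upwards after both pools, which were not shown to differ in it. Because siControl cells also received siRNA, a response that control siRNA gives as well is not part of these contrasts. A response to both targeting pools beyond that of control siRNA stays open in ZR75-1. The rise in MCF7 was also called with library size alone (camera adjusted p = 1.7e-112). That refit decides little about scaling, since the scaling factors of the MCF7 libraries lay between 0.987 and 1.01. Cells of another type as a source of the rise cannot be judged, because 3 immune markers were tested, too few for a list test. Sequence-dependent sensing of the siLATS2 oligonucleotides was not tested, so the difference between LATS2 loss and the pool stays open.

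Other splits of the 6 libraries of each ZR75-1 knockdown comparison were counted. For siLATS1 against siControl 1 of 10 splits gave as many genes, the real one (4514, highest other 0), for siLATS2 against siControl 1 of 10 (1546, highest other 276) and for siLATS1 against siLATS2 1 of 10 (5312, highest other 0). These splits are too few for a share under 0.05. The split with 276 genes puts all 3 libraries of class A on the same side, and so does a split of siLATS1 against siLATS2 that gave 0.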

How the results depend on the processing

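The settings built on the library classes, separate control libraries, and DESeq2 with the fold change threshold, were chosen after the result was seen. Counts of genes changed by more than 1.5-fold at the same adjusted p were 960, 197 and 1356 for siLATS1, siLATS2 and siLATS1 against siLATS2 in ZR75-1, 529, 143 and 730 in MCF7, and 60, 79 and 10 for GFP-LATS1, GFP-LATS2 and GFP-LATS1 against GFP-LATS2, by construction. With DESeq2 the count was 855 for siLATS2 in ZR75-1, 1334, 280 and 1659 in MCF7, 55 and 63 for GFP-LATS1 and GFP-LATS2, and 281 for the siLATS1 difference between lines. With DESeq2 and the fold change threshold siLATS1 gave 750 genes in ZR75-1 and 297 in MCF7. Library size alone gave 4746 genes for GFP-LATS1 (54 higher, 4692 lower) and 4556 for GFP-LATS2 (46 higher, 4510 lower), against 74 higher and 75 lower, and 71 higher and 111 lower, because it leaves the transgene's share in the totals. Fits of only the 2 groups compared gave 52, 661 and 4 genes for GFP-LATS1, GFP-LATS2 and GFP-LATS1 against GFP-LATS2, and leaving out genes that differ between the library classes 370, 350 and 52. Class B libraries alone gave 2336 genes for siLATS1 and 1002 for siLATS2 in ZR75-1, and class A libraries alone 4485 and 962. All of these but the 4485 have a group of 1 library and take the spread from the groups with 2. With library class as a term the counts were 5580 and 2280, and 942 and 232 genes differed between the lines for siLATS1 and siLATS2. Agreement over genes with a mean of at least 10 CPM was 0.12 for siLATS1 with siLATS2 in ZR75-1 and 0.18 in MCF7, and 0.69 and 0.45 between lines for siLATS1 and siLATS2. With separate control libraries the agreement of siLATS1 with siLATS2 was near 0, at −0.05 on average in ZR75-1 (−0.25 to 0.09, the lowest with controls split by library class) and 0.03 in MCF7, by a construction that removes the shared controls and leaves fewer libraries on each side. Of the list calls 28 were lost and 77 kept with fry, which tests a list without comparing it with other genes, and 44 uncalled lists passed. With an estimated correlation 97 calls were lost, with library size alone 8, and with the replicate block 2. With library class as a term 2 list calls of the ZR75-1 knockdown were lost, basal identity after siLATS2 and p53 targets in siLATS1 against siLATS2, and 30 kept. Except where a construction is named, the cause was not tested.

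Leaving out a library gave 3617 to 4600 genes for siLATS1, 936 to 1518 for siLATS2 and 4432 to 5379 for siLATS1 against siLATS2 in ZR75-1. In MCF7 it gave 1715 to 2572, 293 to 668 and 2054 to 3532. In overexpression it gave 15 to 1000, 9 to 665 and 2 to 627, and for the differences between lines 278 to 487 and 21 to 103. The ribosomal protein median reversed to −0.01 for GFP-LATS1 without GFP-LATS1 replicate 2 (0.16 without replicate 1), and to 0.07 for GFP-LATS1 against GFP-LATS2 without GFP-LATS1 replicate 1 (−0.10 without replicate 2). GFP-LATS1 replicate 1 is of another library class than all vector and GFP-LATS2 libraries. Values and counts of GFP-LATS1 without replicate 2 thus cannot be told apart from library class. ESR1 in GFP-LATS2 reversed to −0.25 with library size alone. The replicate block gave 4981, 2000 and 5841 genes in ZR75-1, 3228, 981 and 3786 in MCF7, 150, 175 and 14 in overexpression, and 782 and 232 for the differences between lines, and whether the numbers pair the libraries stays open: deviations of libraries with the same number had correlations from −0.33 to 0.64 in ZR75-1, where they follow the library classes, and from 0.02 to 0.07 in MCF7. Of the named genes called, 61 of siLATS1 in ZR75-1 kept their call in every setting and 3 did not, against 46 and 12 for siLATS2, 65 and 9 and 29 and 31 in MCF7, and 10 and 23 and 6 and 30 for GFP-LATS1 and GFP-LATS2. In simulation 68.7% of 1.5-fold changes were recovered in ZR75-1.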

Other observations

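Levels of interferon genes differed widely between the experiments, which share no control group, so values are set side by side across experiments with no test. In CPM of the library total, vector cells of the overexpression experiment held IFNB1 at 184, IFNL1 at 1162, IFIT2 at 4796 and ISG15 at 1250. With GFP-LATS1 these genes were at 170, 1153, 5475 and 919, and with GFP-LATS2 at 126, 911, 4330 and 984. The totals of the GFP-LATS1 and GFP-LATS2 libraries include the transgene, which lowers these values. ZR75-1 cells with siControl held IFIT2 at 2.21 and ISG15 at 6.13. In MCF7, IFIT2 was at 254 with siLATS2 and 118 with siControl, IFNB1 at 2.90 and 1.19, and IFNL1 at 19.8 and 8.22.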
